A study of Mus musculus with 4 samples. Its data were reported in "Tumor-derived RAC1A159V mutation promotes an immunosuppressive microenvironment that represses response to immune checkpoint inhibitor" (2025).

How the data were processed

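Single-cell RNA-seq of MC38 tumors was taken from the study, with 4 libraries in 4 groups of 1 library each: WT IgG, WT anti-PD1, A159V IgG and A159V anti-PD1. As the study describes, CD45+ and CD45− cells were separated with beads and remixed at a set ratio before loading, and libraries were made with 10x Genomics 3′ chemistry. The counts are raw integer UMI counts per gene and cell that the authors made with Cell Ranger 7.2.0 (per the file headers) and deposited for barcodes called as cells, before their own removal of background RNA and doublets. The files list 32285 genes. Genes were joined to GENCODE M21 (GRCm38) by Ensembl identifier, which found 32158 of them (99.6%) and all 107 genes looked up by name. The build behind the counts is the same genome assembly, and its annotation may differ in single genes.

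Cells with more than 500 genes were kept, which is the minimum the study used, with no limit on mitochondrial UMIs. This left out 510, 590, 553 and 432 cells in WT IgG, WT anti-PD1, A159V IgG and A159V anti-PD1. Doublets were predicted in each library by comparing each cell with 2 simulated doublets per cell among its nearest neighbors, a reimplementation of the Scrublet score. The highest scores were removed at 0.8% per 1000 cells, which took 425, 374, 529 and 631 cells. The analyzed cells had median depths of 4175, 4164.5, 3333 and 3483.5 UMIs and median mitochondrial shares of 2.77%, 2.23%, 2.26% and 2.47%. No background RNA was subtracted. For Ifng, Tnf and Cd69 in T-like cells the shares in stromal-like cells, which should lack them, are given in its place, and the other levels come without a background value.

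Counts were scaled to 10000 per cell and log transformed, and 2000 variable genes, 20 principal components and 20 nearest neighbors were used for a shared-neighbor graph, which was clustered with the Leiden algorithm at resolution 1 (seed 1). The listed chemokine, interferon gamma response, glycolysis and mTORC1 target genes and the sphingolipid enzymes were left out of the variable genes. So were Rac1, Ifngr1, Ifngr2, Tnfrsf1a, Ccr2, Ifng, Tnf, Cd69, Mrc1, Cd86, Arg1 and Nos2. Cell cycle, sex-specific, mitochondrial, ribosomal protein, hemoglobin, immunoglobulin and T cell receptor genes were also left out. Gzmb, Havcr2 and Tcf7 were not, nor were genes named by rank in tumor-like cells outside these lists. The 4 libraries were clustered together without integration, then T-like and NK-like cells were clustered again in the same way. A cluster took the name of the marker list with the highest mean z score of log2(CPM + 10) across clusters, out of 20 lists. At least 3 markers had to be detected in 10% or more of its cells, and no other list was allowed to have more markers among its 10 leading genes of at least 50 CPM. The lists for naive or memory T cells, CD4 helper cells, mast cells or basophils, red cells, keratinocytes and skeletal muscle named no cluster. The CD8 T list was not itself offered as a name. CD8 lineage required more Cd8a and Cd8b1 than Cd4 counts. Names end in "-like" because they rest on RNA markers alone. The alternative gate on marker UMIs per cell was rewritten after its first output was seen, because it had placed tumor-like cells among NK-like cells. It asks for set numbers of UMIs without thinning, so its calls depend on the depth of a cell.

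Shares were given with exact binomial (Clopper-Pearson) intervals and folds of shares with Katz intervals. Levels are UMIs summed over the cells of a class and scaled to CPM, with exact Poisson intervals, and log2 ratios use a pseudocount of 1 CPM with delta-method intervals. All intervals are at 95% and cover counting error only. A count of 0 was given the upper limit that 3 counts allow. Shares of cells with a UMI were computed after thinning each cell to 1500 UMIs. Comparisons were A159V IgG over WT IgG, WT anti-PD1 over WT IgG and A159V anti-PD1 over A159V IgG. Tumor-like profiles allowed 2 of these 3, since WT anti-PD1 held fewer than the 50 tumor-like cells needed under the main settings. Lists of chemokines, interferon gamma response, glycolysis and mTORC1 target genes were compared by their median log2 ratio, with intervals from 1000 Poisson draws. Their percentile among 10000 random lists, drawn from the 100 genes nearest in expression to each list gene, is a description and not a test. The distance between profiles was taken over 100 thinnings to a common total of 64741179 UMIs, with noise simulated from the counts alone.

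Genes were named in tumor-like cells by a rule set before the data were examined, as were the groups, comparisons, lists, markers and the alternative settings. The rule took the 5 highest and 5 lowest log2 ratios among genes with at least 50 CPM in 1 of the 2 libraries. It left out genes over 5 times higher in another class of at least 50 cells of the same library, as well as mitochondrial, ribosomal protein, hemoglobin, immunoglobulin and T cell receptor genes. For A159V IgG over WT IgG the same direction between the anti-PD1 libraries was also required. This gave 3571 genes at the minimum for the genotype comparison, of which 251 were left out as stray RNA and 1236 by direction, and 3387 and 291 genes for anti-PD1 in A159V. Dropping the condition on direction, leaving out the CD8 T-like clusters led by gamma-delta markers, the gate for Ifng in effector CD8-like cells, and filters on fewer of the 5 immune or stromal genes for 2 lists were chosen as alternatives after seeing the data. The other alternative settings changed the gene minimum, a mitochondrial limit, doublet removal, clustering resolution, joint clustering, the gate, denominators, thinning, scaling, pseudocount, expression minimums and the removal of tumor-like cells with any UMI of Ptprc, Col1a1, Col1a2, Col3a1 or Dcn.

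The steps from summed counts to ratios were tested on simulated data with 200 changed genes in each of the 2 tumor-like comparisons. For A159V IgG over WT IgG (3263 genes), all 200 lay among the extremes and 95.3% of unchanged genes lay inside their interval. A list shifted by 0.96 was measured at 0.97, and 3 of 100 unchanged lists fell outside the central 95% of random lists. For A159V anti-PD1 over A159V IgG (3245 genes), all 200 lay among the extremes, 92.5% of changed and 94.4% of unchanged genes lay inside their interval, the list was measured at 0.97, and 3 of 100 unchanged lists fell outside. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9. Integration of libraries and inference of cell communication from interaction databases were not used here, and the bulk RNA-seq of the study was not analyzed here. Some single-gene results are not reported here.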

Results

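To examine the tumor immune microenvironment, single-cell RNA sequencing (scRNA-seq) was performed on MC38 tumors, which arise from a mouse colon cancer line grown in syngeneic C57BL/6 mice. The tumor cells carried either wild-type (WT) RAC1, a small GTPase, or the A159V substitution introduced at the endogenous gene by CRISPR-Cas9. Mice received an antibody against the checkpoint receptor PD1 (anti-PD1) or an isotype control (IgG). The 4 groups, WT IgG, WT anti-PD1, A159V IgG and A159V anti-PD1, were each represented by 1 library of unique molecular identifier (UMI) counts per gene and cell. No group had a replicate, so no test was possible, and every interval given is a 95% interval that covers counting error only. The WT IgG library held 7802 cells and 93030164 UMIs in total, with a median of 4088 UMIs per cell. The WT anti-PD1 library held 7430 cells and 54402632 UMIs, with a median of 3828.5 per cell. The A159V IgG library held 8685 cells and 113779013 UMIs (median, 3225 per cell), and the A159V anti-PD1 library held 9311 cells and 125227747 UMIs (median, 3506 per cell). After removal of cells at or under the gene minimum and of predicted doublets, 6867, 6466, 7603 and 8248 cells were analyzed in the same order of groups.

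Clustering of all cells gave 21 clusters, which were named from marker genes as T-like, NK-like, B or plasma-like, macrophage-like, neutrophil-like, dendritic-like, tumor-like, stromal-like, endothelial-like and pericyte-like. Of these clusters, 3 took over 80% of their cells from 1 library, in each case the WT anti-PD1 library, and such clusters can reflect that library and not a cell type. These were a stromal-like cluster (81.8%), the endothelial-like cluster (98.4%) and the pericyte-like cluster (100%). The 3 tumor-like clusters rested on 4 detected markers each, and their leading genes, such as Prl2c2 and Rhox5, included none of the tumor markers. Re-clustering of T-like and NK-like cells gave 14 clusters, of which 4 took over 80% of their cells from the WT anti-PD1 library, 4 stayed without a subset name and 1 stayed unnamed. Interferon-stimulated genes led some of the named clusters, including Ifit3, Isg15 and Oas3 in a Treg-like cluster, Isg15 and Slfn5 in an NK-like cluster, Ifit1bl1, Isg20 and Ifit3b in a macrophage-like cluster, and Rsad2, Ifit1 and Ifit3 in a tumor-like cluster.

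The edited gene, Rac1 (ENSMUSG00000001847, GRCm38 chromosome 5, 143503634 to 143528036, minus strand, protein coding), was detected in the tumor-like cells of all 4 libraries. Its level was 437 CPM (UMIs of a gene scaled to a common total) in WT IgG (431.6 to 442), 569 CPM in WT anti-PD1 (444 to 719), 409.9 CPM in A159V IgG (406 to 414) and 406 CPM in A159V anti-PD1 (402 to 410.0). The WT anti-PD1 value came from 6 cells. The log2 ratio of A159V IgG over WT IgG was -0.091 (-0.11 to -0.069), and it lay at 0.0072 in the tumor-like cells without any UMI of 5 immune or stromal genes (Ptprc, Col1a1, Col1a2, Col3a1 and Dcn) and at 0.0036 under median-of-ratios scaling. Between A159V anti-PD1 and A159V IgG it was -0.014 (-0.035 to 0.0066), a difference not detectable at this depth. A base change in the coding sequence cannot be read from a count table of 3′ ends, so these counts do not show the genotype.

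Immune cells made up 68.4% of analyzed cells in WT IgG (95% exact binomial confidence interval, 67.3 to 69.5), 71.6% in WT anti-PD1 (70.5 to 72.7), 60.8% in A159V IgG (59.7 to 61.9) and 72.7% in A159V anti-PD1 (71.7 to 73.7). Because CD45+ and CD45− cells were separated and remixed at a set ratio before loading, this share describes the mixing and was not read as infiltration. The setting that moved it most was a minimum of 1000 genes per cell, under which the fold between A159V IgG and WT IgG went from 0.889 (0.868 to 0.911) to 0.780. The fold between WT anti-PD1 and WT IgG, 1.05 (1.02 to 1.07), fell to 0.956 with classes from a gate on marker UMIs. Tumor-like cells made up 29.6% of WT IgG cells (28.5 to 30.7), 36.8% of A159V IgG cells (35.7 to 37.9) and 25.3% of A159V anti-PD1 cells (24.4 to 26.3). In WT anti-PD1 only 6 of 6466 cells were tumor-like, or 0.0928% (0.0341 to 0.202). That library held 24.9% stromal-like cells (23.8 to 25.9), against 1.98% in WT IgG (1.66 to 2.34) and 2.35% in A159V IgG (2.03 to 2.72). It also held 182 endothelial-like and 43 pericyte-like cells. WT IgG had 3 endothelial-like cells and 0 pericyte-like cells, which allows a pericyte-like share of up to 0.0437%. In the A159V libraries both counts were 0, which allows shares of up to 0.0395% in A159V IgG and 0.0364% in A159V anti-PD1. With 6 cells, of which the 3 deepest held 97.4% of the UMIs, no log2 ratio was computed for the tumor-like profile of WT anti-PD1 over WT IgG, and in comparisons that profile entered only the condition on direction in the naming of genes, so the effect of anti-PD1 on WT tumor cells was not analyzed here.

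**Figure D1:**
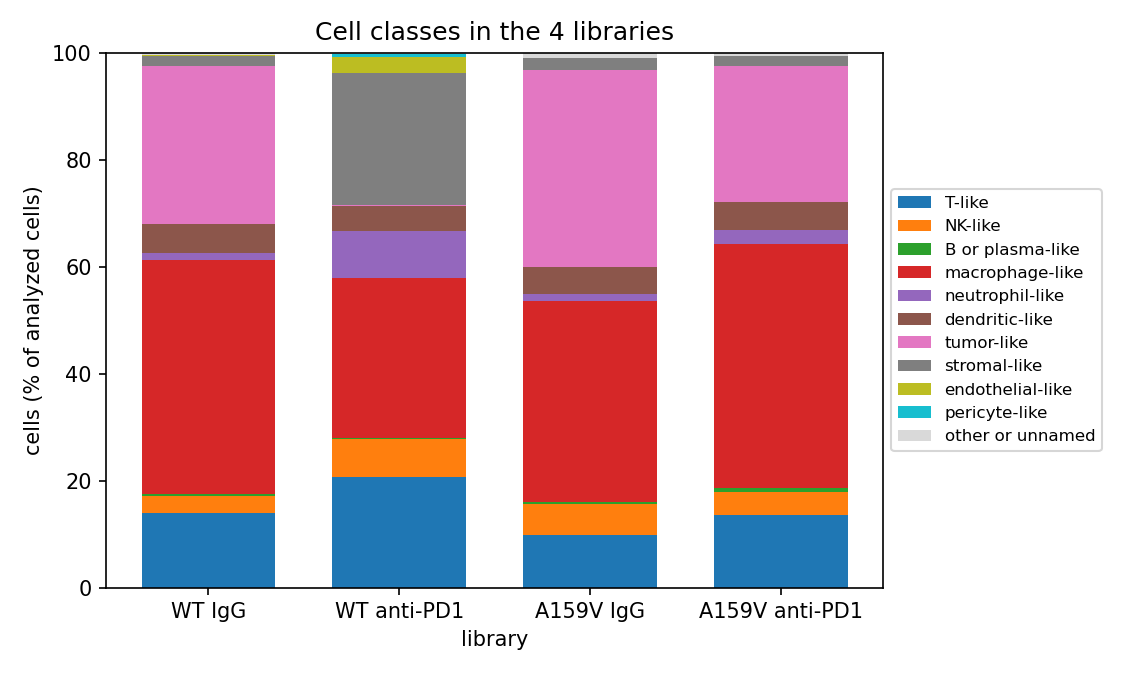
Stacked bars show the share of analyzed cells (y axis, percent) that each named class takes in each of the 4 libraries (x axis), with unnamed and other cells in light gray. Tumor-like cells take 29.6%, 0.0928%, 36.8% and 25.3% of WT IgG, WT anti-PD1, A159V IgG and A159V anti-PD1, and stromal-like cells take 24.9% of WT anti-PD1.

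The next comparison asked how the composition of the immune cells differed with the mutation and with anti-PD1. Macrophage-like cells were the largest class in all 4 libraries, at 64.0% of immune cells in WT IgG (62.6 to 65.4), 41.8% in WT anti-PD1 (40.4 to 43.2), 61.7% in A159V IgG (60.3 to 63.1) and 63.0% in A159V anti-PD1 (61.7 to 64.2). Neutrophil-like cells took 2.02%, 12.2%, 2.25% and 3.62% of immune cells in the same order, a 6.03-fold higher share after anti-PD1 in WT (4.87 to 7.46) and a 1.61-fold higher share in A159V (1.28 to 2.03). The latter fold fell to 0.822 with a minimum of 1000 genes per cell. T-like cells took 20.4% (19.2 to 21.6), 29.0% (27.7 to 30.4), 16.0% (14.996 to 17.1) and 18.6% (17.6 to 19.6). NK-like cells took 4.68% in WT IgG (4.10 to 5.33) and 9.83% in WT anti-PD1 (8.99 to 10.7), a fold of 2.10 (1.80 to 2.45), and 9.73% in A159V IgG (8.89 to 10.6) and 5.95% in A159V anti-PD1 (5.37 to 6.58), a fold of 0.612 (0.535 to 0.699). The NK-like share of A159V IgG was 2.08-fold that of WT IgG (1.78 to 2.43). Dendritic-like cells took between 6.68% and 8.32% of immune cells in the 4 libraries. B or plasma-like cells were few, with 23, 11, 26 and 57 cells. Their share was 0.485-fold after anti-PD1 in WT (0.237 to 0.995) and 1.69-fold in A159V (1.06 to 2.68), and the WT value went to 1.26 when predicted doublets were kept, the largest relative move of a fold among these classes.

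CD8 T-like cells, the T-like clusters with more Cd8a and Cd8b1 than Cd4 counts, were compared next. They made up 14.3% of immune cells in WT IgG (13.3 to 15.3, 670 cells) and 11.7% in A159V IgG (10.8 to 12.7, 541 cells), a fold of 0.820 (0.738 to 0.912). The fold was between 0.597, with classes from a gate on marker UMIs, and 0.904, at a clustering resolution of 2.0, over 11 alternatives. The share was 18.3% in WT anti-PD1 (17.2 to 19.5, 849 cells), 1.29-fold that of WT IgG (1.17 to 1.41), and 12.9% in A159V anti-PD1 (12.1 to 13.8, 775 cells), 1.10-fold that of A159V IgG (0.997 to 1.22), which was within counting error. The direction of the WT fold depended on the denominator. It was 0.830 as a share of T-like and NK-like cells and 0.951 as a share of immune cells without macrophage-like and neutrophil-like cells. With the same denominators the A159V fold was 1.16 (1.07 to 1.26) and 1.19 (1.09 to 1.30), so its detection also depended on the denominator. Of the 5 clusters counted as CD8 T-like, 2 were led by gamma-delta T cell genes such as Tcrg-C2. A Cd8a or Cd8b1 UMI was found in 30.8% and 14.8% of their cells and a Trdc UMI in 15.01% and 16.3%, so they are not clearly CD8 T cells. They held 220, 287, 262 and 287 cells in WT IgG, WT anti-PD1, A159V IgG and A159V anti-PD1. Without them the fold of A159V IgG over WT IgG was 0.630 (0.545 to 0.727). Anti-PD1 then went with folds of 1.27 (1.13 to 1.43) in WT and 1.35 (1.17 to 1.55) in A159V. The size of the genotype fold and the detection of the A159V fold thus depended on these 2 clusters. The largest of the 5 clusters, with 816 cells, was kept in these folds. A Cd8a or Cd8b1 UMI was found in 38.8% of its cells, against 89.2% and 91.2% in the other kept clusters. Cells other than CD8 T cells may therefore remain in these folds.

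Effector CD8-like cells made up 3.43% of immune cells in WT IgG (2.93 to 3.99, 161 cells), 11.1% in WT anti-PD1 (10.2 to 12.0, 514 cells), 2.05% in A159V IgG (1.66 to 2.51, 95 cells) and 3.22% in A159V anti-PD1 (2.79 to 3.70, 193 cells). A159V IgG had 0.599 times the share of WT IgG (0.467 to 0.770). Anti-PD1 went with a 3.24-fold higher share in WT (2.73 to 3.85) and a 1.57-fold higher share in A159V (1.23 to 1.997). The WT fold was the value in this family that moved most. It was 3.19 at a clustering resolution of 0.4, but between 1.502 and 1.85 under 7 other settings of filtering, clustering or gating. It was 2.09 and 2.39 with the other denominators. Over 10 alternatives the A159V fold was between 1.20, with each library clustered on its own, and 1.73, with more than 1000 genes per cell. Within the same setting the WT fold was the larger in the main analysis and in all alternatives except the gate on marker UMIs. The gap was narrow in some, such as 1.85 against 1.73 with more than 1000 genes per cell. Its size thus depended on the setting. One of the effector CD8-like clusters took 97.3% of its cells from WT anti-PD1 and was set apart from the other effector CD8-like cluster by Ccr2, Col1a2, Egr2, Col1a1 and Col3a1, of which 3 are collagen genes of stromal cells, so stray RNA or a shift of that library is not excluded in its definition. A further 3 clusters of CD8 lineage stayed without a subset name, because a marker of a class other than their best match led them. The first of these held 6.15%, 1.04%, 3.98% and 4.92% of immune cells in WT IgG, WT anti-PD1, A159V IgG and A159V anti-PD1. The second held 4.62%, 0.648%, 5.66% and 4.62%, and the third held 0.0639%, 5.55%, 0% (upper limit, 0.0797%) and 0.167%. The effector name rests on state genes whose levels in CD8 T-like cells, all 5 clusters included, also differed between libraries. Gzmb stood at 1017, 899, 1115 and 1375 CPM, Havcr2 at 96.5, 335, 85.6 and 141 CPM, and Tcf7 at 169, 205, 219 and 194 CPM. Cell names were rebuilt here, and differences from the study may come from that.

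Treg-like cells made up 25.8% of T-like cells in WT IgG (23.1 to 28.7), 20.5% in WT anti-PD1 (18.3 to 22.7), 24.7% in A159V IgG (21.6 to 27.9) and 22.7% in A159V anti-PD1 (20.3 to 25.3). The fold of A159V IgG over WT IgG was 0.956 (0.810 to 1.13), a difference not detectable at this depth. It was 0.487 with the gate on marker UMIs. The gate does not thin cells, and T-like cells had a median of 2749 UMIs in WT IgG and 1621.5 in A159V IgG. Depth may therefore account for part of that lower value. As a share of immune cells, Treg-like cells took 5.26% (4.64 to 5.94), 5.94% (5.28 to 6.66), 3.96% (3.41 to 4.56) and 4.22% (3.72 to 4.76) in the same order. With that denominator the share was lower in A159V IgG than in WT IgG, and it was not lower in WT anti-PD1. The number of Treg-like cells per effector CD8-like cell was 1.53 in WT IgG, 0.535 in WT anti-PD1, 1.93 in A159V IgG and 1.31 in A159V anti-PD1. The ratio in A159V IgG was 1.26 times that in WT IgG (0.914 to 1.72). It changed 0.349-fold with anti-PD1 in WT (0.272 to 0.446) and 0.681-fold in A159V (0.499 to 0.928), and with the gate these folds were 0.882 and 1.18. With the gate the Treg-like share itself was 1.04-fold after anti-PD1 in WT, against 0.793 (0.683 to 0.922) with clusters.

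**Figure D2:**
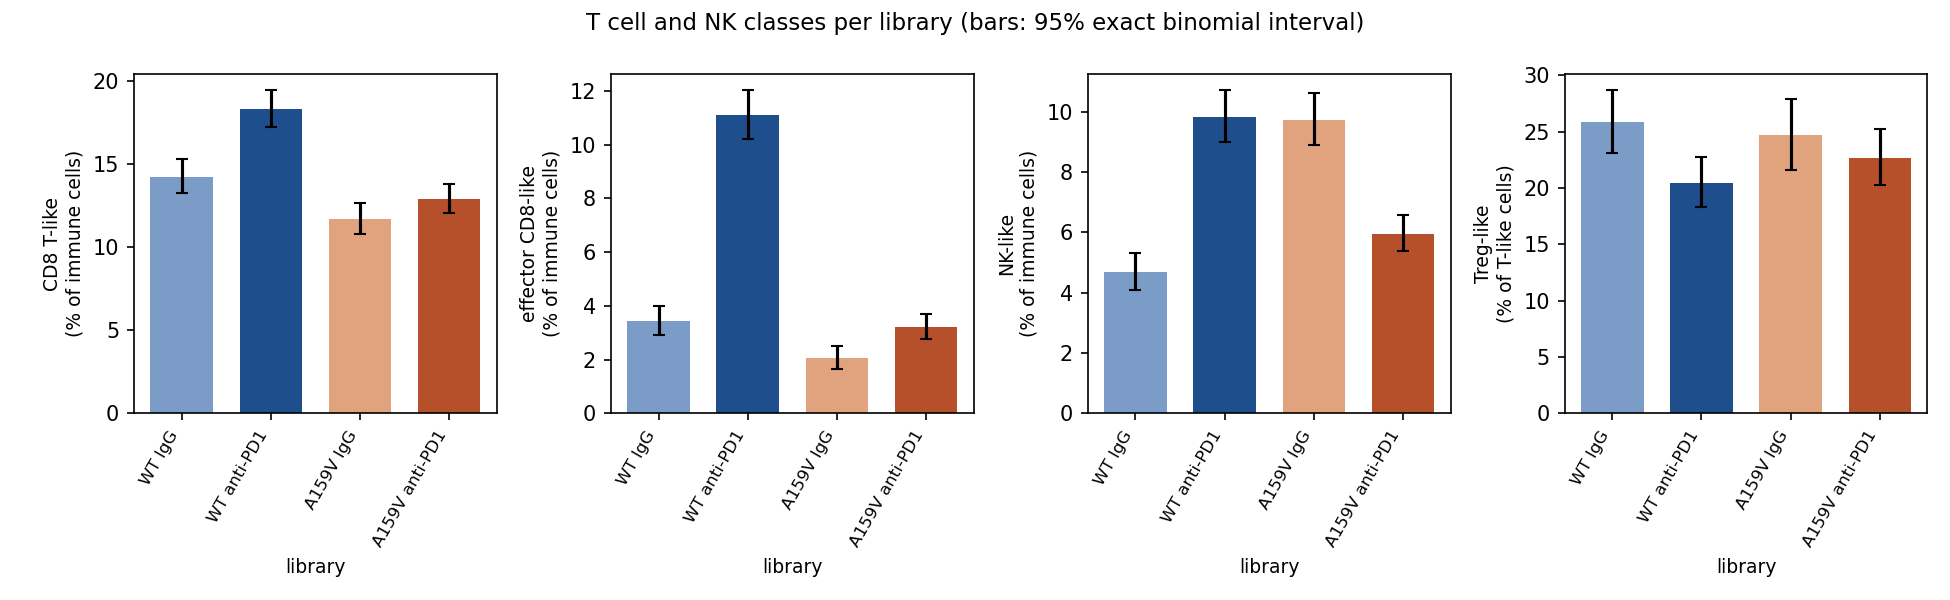
Bars show the share of CD8 T-like, effector CD8-like and NK-like cells among immune cells and of Treg-like cells among T-like cells (y axes, percent) in the 4 libraries (x axis), with 95% exact binomial intervals for counting error. Effector CD8-like cells take 11.1% of WT anti-PD1 immune cells against 3.43%, 2.05% and 3.22% in WT IgG, A159V IgG and A159V anti-PD1.

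Activation of the T-like cells was followed through Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892), Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) and Cd69 (ENSMUSG00000030156, chromosome 6, 129267325 to 129275436), all protein coding. Since the median depth of T-like cells was 2749, 3093, 1621.5 and 2140 UMIs in WT IgG, WT anti-PD1, A159V IgG and A159V anti-PD1, each cell was thinned to 1500 UMIs, which left out 149, 171, 322 and 270 shallower cells. The share of thinned cells with an Ifng UMI was 11.8% in WT IgG (9.62 to 14.2), 11.3% in WT anti-PD1 (9.59 to 13.3), 6.90% in A159V IgG (4.67 to 9.77) and 7.34% in A159V anti-PD1 (5.67 to 9.31). Without thinning the shares were 17.5%, 17.6%, 6.74% and 10.2%, and this was the alternative that moved the fold of A159V IgG over WT IgG most, from 0.587 to 0.386. The Ifng level was 178 CPM (164.5 to 193), 154 CPM (143 to 165), 69.3 CPM (57.0 to 83.5) and 183 CPM (168 to 199), so in A159V anti-PD1 the share and the level did not rank the libraries alike and no order was read from that share. For Tnf the thinned shares were 11.01% (8.94 to 13.4), 11.01% (9.27 to 12.9), 3.81% (2.19 to 6.11) and 5.56% (4.12 to 7.33), the unthinned shares 19.0%, 21.4%, 7.41% and 9.78%, and the levels 89.5, 104, 45.0 and 47.4 CPM. Thinning to 1000 UMIs moved the Tnf fold of A159V IgG over WT IgG from 0.346 to 0.550, and that of anti-PD1 in A159V from 1.46 (0.838 to 2.54) to 0.931. For Cd69 the thinned shares were 24.1% (21.2 to 27.2), 22.3% (19.9 to 24.8), 18.3% (14.7 to 22.4) and 18.9% (16.3 to 21.7), the unthinned shares 40.2%, 35.8%, 23.2% and 27.6%, and the levels 224, 231, 154 and 165 CPM. In stromal-like cells, which should lack these transcripts and had median depths of 14260.5, 14138, 7910 and 11733 UMIs, the thinned shares were at most 0.0641% for Ifng, 1.69% for Tnf and 0.735% for Cd69. After thinning no stromal-like cell had an Ifng UMI in WT IgG, A159V IgG or A159V anti-PD1, which allows up to 2.21%, 1.69% and 1.84%. None had a Cd69 UMI in A159V anti-PD1, which allows up to 1.84%.

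Macrophage polarization was compared through Mrc1 (CD206, ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) and Cd86 (ENSMUSG00000022901, chromosome 16, 36603869 to 36666081), which were left out of the genes used for clustering. In macrophage-like cells Mrc1 was at 224 CPM in WT IgG (95% exact Poisson interval, 215 to 233), 1762 CPM in WT anti-PD1 (1735 to 1789.8), 289 CPM in A159V IgG (276 to 303) and 419 CPM in A159V anti-PD1 (407 to 430.5). Cd86 was at 909.6 CPM (891 to 928), 400.4 CPM (388 to 414), 646 CPM (627 to 667) and 736 CPM (721 to 752). The ratio of Mrc1 to Cd86 UMIs was 0.246, 4.40, 0.447 and 0.568. This ratio was 1.82-fold higher in A159V IgG than in WT IgG (1.69 to 1.95), 17.9-fold higher in WT anti-PD1 than in WT IgG (16.9 to 19.0) and 1.27-fold higher in A159V anti-PD1 than in A159V IgG (1.19 to 1.36). Over 7 alternatives the WT fold was between 17.5 and 18.4, the most distant being 18.4 with doublets kept. One macrophage-like cluster, with Mrc1 and Arg1 among its leading genes, took 79.1% of its cells from WT anti-PD1. Arg1 was at 277, 1759, 348 and 789 CPM and Nos2 at 41.6, 148, 54.7 and 232 CPM in the same order of libraries.

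To compare chemotactic signals from the tumor cells, 7 chemokines named in the study (Cxcl10 and Ccl2, Ccl7, Ccl8, Ccl11, Ccl5, Ccl19) were measured in tumor-like cells. All 7 were lower in A159V IgG than in WT IgG, with a median log2 ratio of -1.34 (-1.35 to -1.32), and 0 of 10000 random lists of the same size matched on mean expression had a lower median. The alternative that moved the median most was the restriction to tumor-like cells without a UMI of the 5 immune or stromal genes, which kept 477 of 2031 WT IgG and 975 of 2799 A159V IgG cells and gave -0.77. Col3a1 and Ccl7 were both among the genes that set apart the tumor-like cluster with 66.0% of its cells from WT IgG, and in WT IgG the restriction kept 19.8% of that cluster against 31.8% and 31.1% of the other 2, so it also changed the mix of tumor-like cells. Without a UMI of Ptprc alone the median was -1.37. Ccl2, Ccl7, Ccl8 and Ccl11 lie close together on chromosome 11. Their falls may therefore not be independent, unlike the genes of the random lists. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) fell from 1529.9 CPM in WT IgG (1520.4 to 1539.5) to 605 CPM in A159V IgG (599 to 609.7), and Ccl7 (ENSMUSG00000035373, chromosome 11, 82045712 to 82047525) from 236 CPM (233 to 240.1) to 29.8 CPM (28.7 to 31.0). Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was at 1549 and 1344 CPM, a log2 ratio of -0.20 (-0.22 to -0.19). Ccl19 was near the floor, with 6 and 2 UMIs, and its log2 ratio of -0.096 had an interval of -0.20 to 0.012. The thinned share of tumor-like cells with a Ccl2 UMI was 51.1% in WT IgG (48.9 to 53.3), 28.7% in A159V IgG (27.1 to 30.5) and 35.9% in A159V anti-PD1 (33.8 to 38.0). The unthinned shares were 87.3%, 68.1% and 79.7%, and thinning left out 12, 9 and 19 cells. For Ccl7 the thinned shares were 16.6% (15.04 to 18.3), 3.05% (2.44 to 3.75) and 3.14% (2.43 to 3.99), and the unthinned shares 44.1%, 13.9% and 20.6%. After anti-PD1 in A159V the list median was 0.065 (-0.0076 to 0.14), above 87.1% of random lists, with 4 genes higher and 3 lower, and it was -0.034 as a mean of per-cell CPM. Within it Ccl8 was higher (1.34, 1.21 to 1.47), as was Ccl2 (0.51, 0.50 to 0.53), while Ccl5 was lower (-0.43, -0.49 to -0.38). In macrophage-like cells of WT IgG and A159V IgG, Ccl2 was at 1780.01 and 1627 CPM, and in stromal-like cells at 508 and 868 CPM.

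Response to interferon gamma (IFN-γ) was compared through its receptor and a list of 26 response genes. Ifngr1 (ENSMUSG00000020009, chromosome 10, 19591949 to 19610229) was at 36.1 CPM in WT IgG tumor-like cells (34.6 to 37.5), 20.9 CPM in A159V IgG (20.002 to 21.9) and 21.4 CPM in A159V anti-PD1 (20.5 to 22.4), a log2 ratio of -0.76 between genotypes (-0.84 to -0.67), which was -0.51 in tumor-like cells without a UMI of the 5 immune or stromal genes, and of 0.032 after anti-PD1 in A159V (-0.056 to 0.12). Ifngr2 was at 15.2, 16.7 and 16.7 CPM. The list had a median log2 ratio of -0.63 (-0.64 to -0.60) in A159V IgG over WT IgG, with 24 genes lower and 2 higher (Isg15 and Bst2), and 0 of 10000 matched random lists lay lower. The alternative that moved it most was median-of-ratios scaling, which gave -0.53. After anti-PD1 in A159V the median was 0.54 (0.50 to 0.56), with 23 genes higher and 3 lower (Ifit3, Isg15 and Bst2), above all 10000 matched random lists. Irf1 stood at 156, 91.2 and 147 CPM in WT IgG, A159V IgG and A159V anti-PD1. Cxcl9 stood at 33.4, 15.4 and 47.1 CPM. Among genes of antigen presentation, H2-K1 was at 2527, 1572 and 1913 CPM, H2-D1 at 1613, 1035 and 1143 CPM and B2m at 1543, 1028 and 1272 CPM. Tnfrsf1a was at 41.6, 43.1 and 49.0 CPM.

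**Figure D3:**
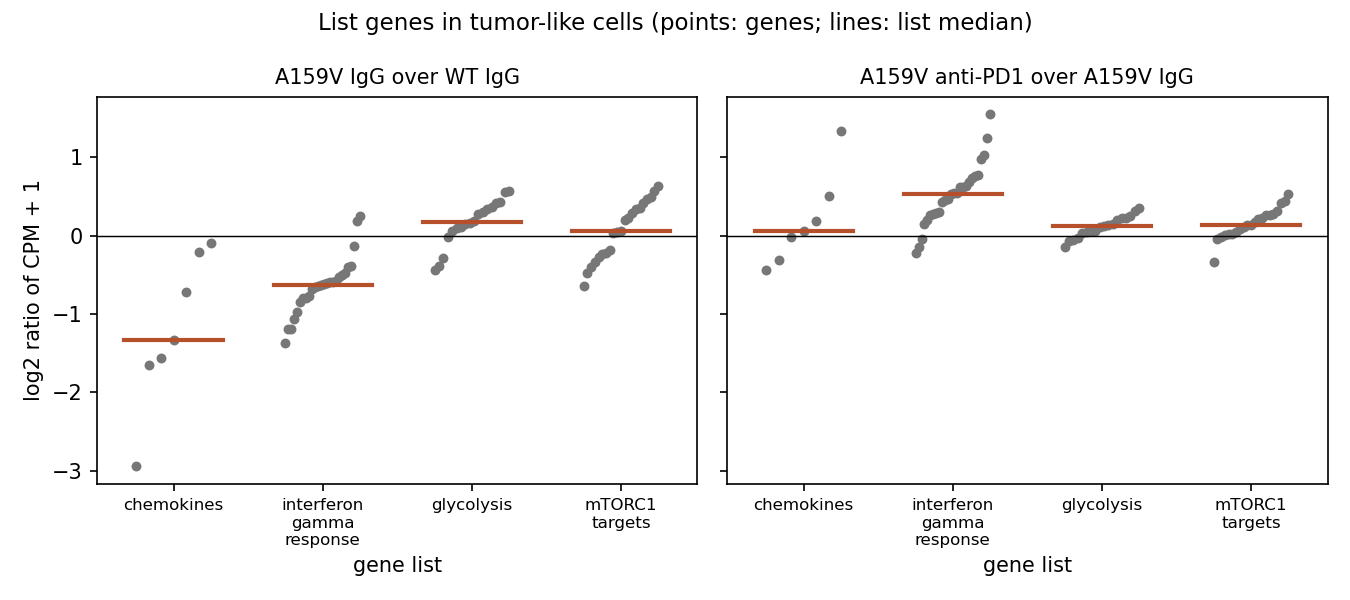
Each gray point is the log2 ratio of 1 list gene in tumor-like cells (y axis, log2 ratio of CPM + 1) for 4 gene lists (x axis) in A159V IgG over WT IgG (left) and A159V anti-PD1 over A159V IgG (right), and each line is the list median. The chemokine and interferon gamma response medians lie at -1.34 and -0.63 in the genotype comparison and at 0.065 and 0.54 after anti-PD1.

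Glycolysis, mTORC1 signaling and sphingolipid synthesis were compared because the study places them downstream of the mutation. The 18 glycolysis genes had a median log2 ratio of 0.17 (0.16 to 0.19) in A159V IgG over WT IgG, with 14 genes higher, above 79.9% of matched random lists. It moved most, to 0.31, in tumor-like cells without a UMI of the 5 immune or stromal genes. Hk2 (151.5 against 204 CPM), Slc2a1 (58.4 against 75.8 CPM) and Hif1a (84.2 against 113 CPM) were higher in A159V IgG, while Hk1 and Pfkl were lower, at -0.45 (-0.51 to -0.38) and -0.39 (-0.45 to -0.33). After anti-PD1 in A159V the median was 0.12 (0.090 to 0.14), above 99.4% of random lists. The 21 mTORC1 target genes had a median of 0.060 (0.039 to 0.14) between genotypes, above 57.2% of random lists, with 13 genes higher. Their median moved most, to 0.17, as a mean of per-cell CPM. After anti-PD1 it was 0.14 (0.12 to 0.18), above 97.7% of random lists. Median-of-ratios scaling shifted all genotype ratios by 0.095, which is larger than the mTORC1 median of 0.060 and smaller than the glycolysis median of 0.17. It shifted all anti-PD1 ratios in A159V by -0.049, which is smaller than the medians of 0.12 and 0.14. Of the sphingolipid enzymes, B4galt5 rose from 58.2 CPM in WT IgG to 80.1 CPM in A159V IgG (log2 ratio 0.46, 0.40 to 0.51), St3gal1 from 11.2 to 14.3 CPM (0.33, 0.20 to 0.45) and Ugcg from 19.9 to 23.2 CPM (0.21, 0.11 to 0.30). The St3gal1 ratio was 0.15 with doublets kept. Sptlc2 had a log2 ratio of 0.12 (0.070 to 0.18) and St3gal2 one of -0.047 (-0.14 to 0.050). In tumor-like cells without a UMI of the 5 immune or stromal genes the ratios of Ugcg, Sptlc2 and St3gal2 were 0.067, -0.17 and -0.26. The St3gal1 ratio was higher in these cells, at 0.49.

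The distance between whole tumor-like profiles was described by the interquartile range of log2 ratios over genes with at least 50 CPM, after thinning to a common total. It was 0.553 for A159V IgG against WT IgG (3668 genes, 0.549 to 0.556) and 0.234 for A159V anti-PD1 against A159V IgG (3484 genes, 0.231 to 0.237). Counting noise alone gave 0.031 and 0.030. Random parts of WT IgG, A159V IgG and A159V anti-PD1 gave 0.0759, 0.0499 and 0.0495, but at lower totals of 32133488, 44387555 and 45079219 UMIs, where noise alone gave 0.0431, 0.0354 and 0.0356, so they are not on the same footing. Over 13 alternatives the first value was between 0.509 and 0.642, the latter as a mean of per-cell CPM. With 1 library per group these distances include any difference between tumors and preparations.

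By the naming rule fixed for tumor-like cells, the genes with the highest ratios in A159V IgG over WT IgG were Dynap (2.71, 2.59 to 2.83), B230312C02Rik (2.47, 2.36 to 2.57), Prl2c3 (2.45, 2.40 to 2.51), Gm13822 (2.002, 1.91 to 2.10) and Zfp978 (1.87, 1.79 to 1.96). Those with the lowest were Csmd3 (-4.07, -4.22 to -3.92), Edil3 (-4.02, -4.13 to -3.91), Col6a2 (-3.25, -3.33 to -3.17), Ldlrad4 (-3.15, -3.25 to -3.04) and S100a4 (-3.01, -3.03 to -2.99). S100a4 (ENSMUSG00000001020, chromosome 3, 90603771 to 90606045) fell from 1807 to 224 CPM. Prl2c3, Zfp978 and Dynap led the tumor-like cluster in which A159V IgG had the most cells, and Csmd3, Edil3 and Col6a2 led the one in which WT IgG had 66.0% of the cells, so these genes also set the clusters apart and Prl2c3 belongs to a family of near-identical copies. The rule asked for the same direction between the anti-PD1 libraries, which rests on the 6 cells of WT anti-PD1. Without that condition, 7 of the 10 genes were shared, and Adam2, AC160336.1 and Tafa1 came in. In A159V anti-PD1 over A159V IgG the highest ratios were those of Nppb (1.55, 1.47 to 1.62), Prl2c3 (1.12, 1.09 to 1.14), Iigp1 (1.03, 0.98 to 1.08), Gbp7 (0.78, 0.71 to 0.84) and Igtp (0.74, 0.68 to 0.80). The lowest were those of Bbs2 (-1.86, -1.94 to -1.78), 1700034P13Rik (-0.97, -1.03 to -0.92), Gm13822 (-0.85, -0.91 to -0.79), Cox6a2 (-0.84, -0.90 to -0.77) and B230312C02Rik (-0.80, -0.86 to -0.73). Gm13822 and 1700034P13Rik are annotated as antisense transcripts.

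Ligands and receptors of the exchange between effector CD8-like and tumor-like cells were compared as levels in sender and receiver. In effector CD8-like cells Ifng was at 533 CPM in WT IgG (487 to 581), 344 CPM in WT anti-PD1 (318 to 371), 269 CPM in A159V IgG (215 to 333) and 579 CPM in A159V anti-PD1 (530.7 to 631). The log2 ratio of A159V IgG over WT IgG was -0.98 (-1.31 to -0.65), and it moved most, to -0.74, with a minimum of 1000 genes per cell. Ifng was also among the leading genes of an effector CD8-like cluster, although it was left out of the genes used for clustering. Tnf was at 94.9, 161, 25.3 and 63.1 CPM, the A159V IgG value resting on 8 UMIs. The chemokine receptor Ccr2 was at 13.7, 342, 15.8 and 5.54 CPM, with 13, 633, 5 and 5 UMIs, and with the 3 collagen genes it set apart the effector CD8-like cluster that took 97.3% of its cells from WT anti-PD1.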

Values the study reported

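The study reported bulk RNA sequencing of other tumor preparations. It counted 2084 differentially expressed genes between A159V and WT tumors under IgG. Treatment with anti-PD1 changed 618 genes in WT tumors and 44 genes in A159V tumors. No such count was made from the single-cell libraries, which have no replicates.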

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

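Each result here came up because anti-PD1 went with opposite changes in the WT and A159V libraries, and with 1 library per group the difference was not tested. Of the tests in this part, only the removal of the T-like cells richest in Ifng for the A159V increase was set before its result was seen, and all others were chosen after.

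The NK-like share of immune cells was 2.10-fold after anti-PD1 in WT and 0.612-fold in A159V. The A159V fold over the WT fold was 0.291 (0.237 to 0.358, counting error only). Dilution by macrophage-like or neutrophil-like cells is argued against for the A159V decrease, since the fold was 0.642 as a share of T-like and NK-like cells. In WT the same denominator gave 1.35 (1.17 to 1.56), and a share without macrophage-like and neutrophil-like cells 1.55, so fewer macrophage-like cells may account for part of the WT increase. The boundary between NK-like and T-like clusters is argued against, since a gate on marker UMIs gave 0.632 in A159V and 2.15 in WT. A difference between single tumors, in their handling or in the remixing of cells stays open beside an effect of genotype on the response, and no data here part these.

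The B or plasma-like share was 0.485-fold after anti-PD1 in WT and 1.69-fold in A159V. The counting interval of the ratio of these folds has its lower end at 1.48, but the class came up because its folds were opposite, so this decides nothing and counting error stays open. The choice of doublets may account for the WT decrease, because the WT fold was 1.26 when predicted doublets were kept. The classes hold between 11 and 57 cells, and no biological reading is offered.

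In macrophage-like cells Cd86 had a log2 ratio of -1.18 after anti-PD1 in WT and 0.19 in A159V. A change in the mix of clusters as the whole cause of the WT decrease would leave no change within clusters. It is argued against by WT ratios within clusters of -0.34 (-0.57 to -0.11), -0.64 (-0.84 to -0.45) and -0.79 (-0.98 to -0.59). In another cluster the WT ratio was within counting error, at -0.17 (-0.47 to 0.12). The clusters went both ways, however, with 0.13 in WT in the cluster led by C1qa. In A159V they also went both ways, from -0.22 to 0.66. The mix may thus account for part of the difference. The shared shift of the WT anti-PD1 library described among the other observations also covers macrophage-like cells, and handling of that library stays open.

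In T-like cells Ifng had a log2 ratio of -0.21 after anti-PD1 in WT and 1.39 in A159V. Without the 1% of T-like cells with the most Ifng UMIs in each library, which held between 33.6% and 63.0% of all Ifng UMIs, the A159V ratio was 0.91 (0.50 to 1.32). A few cells are thus argued against as the whole cause of the A159V increase, but they may account for the WT decrease, which was -0.098 (-0.29 to 0.093) without them. The share of Ifng-positive T-like cells in A159V was 1.06-fold in cells thinned to 1500 UMIs, 1.48-fold when thinned to 1000 UMIs and 1.52-fold without thinning.

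In effector CD8-like cells Ifng had a log2 ratio of -0.63 after anti-PD1 in WT and 1.10 in A159V. The WT ratio was at most -0.20 over 7 other clusterings and a gate on marker UMIs, which gave -0.22 (-0.39 to -0.047), so the naming of clusters is argued against as the source of its direction. Its size is less certain, because 7 of these 8 values lay nearer to 0 than the counting interval of the main value. A few cells with very many Ifng UMIs were not tested in this class and stay open. An effect of genotype on the response and a difference between single tumors both stay open.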

How the results depend on the processing

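No paired analysis was possible because each group is 1 library from its own mice. Of 544 recomputed values of 69 main results, 426 stayed within their counting interval, 109 moved beyond it in the same direction or from an undetectable one, and 9 changed sign. Of these 9, the own counting interval of 7 held no difference, and 2 lay clear of it. Of 1030 values for 99 results on single genes and counts, 803 stayed, 226 moved and 1 changed sign. Folds below are given for A159V IgG over WT IgG (genotype), WT anti-PD1 over WT IgG (anti-PD1 in WT) and A159V anti-PD1 over A159V IgG (anti-PD1 in A159V). Except where stated, the cause was not tested.

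With more than 1000 genes per cell, the genotype folds were 0.735 for CD8 T-like, 0.783 for Treg-like, 0.780 for immune, 0.598 for T-like and 2.73 for neutrophil-like cells. Those of anti-PD1 in WT were 1.67 for CD8 T-like, 1.85 for effector CD8-like, 0.738 for the Treg-like to effector ratio, 1.66 for T-like, 0.688 for macrophage-like and 4.75 for neutrophil-like cells. Those of anti-PD1 in A159V were 1.14 for Treg-like, 0.972 for the Treg-like to effector ratio, 1.35 for immune, 1.47 for T-like, 0.519 for NK-like, 1.08 for macrophage-like and, changed in sign but within counting error of 1, 0.822 for neutrophil-like cells. With more than 200 genes, neutrophil-like cells had 1.93 (genotype) and 1.005 (anti-PD1 in A159V), and anti-PD1 in WT had 1.502 for effector CD8-like cells and 0.738 for the Treg-like to effector ratio.

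For anti-PD1 in WT, CD8 T-like, effector CD8-like and Treg-like to effector folds were 1.59, 1.80 and 0.640 with at most 10% mitochondrial UMIs, 1.57, 1.75 and 0.691 with doublets kept, 1.55, 1.74 and 0.654 at a resolution of 2.0, and 1.62, 1.62 and 0.727 with each library clustered on its own. The mitochondrial limit also gave 0.622 for macrophage-like cells. Keeping doublets gave NK-like folds of 1.67 (genotype), 2.49 (anti-PD1 in WT) and 0.756 (anti-PD1 in A159V), and took the B or plasma-like fold of anti-PD1 in WT to 1.26 (0.753 to 2.11). Clustering each library on its own gave genotype values of 0.374 for effector CD8-like cells, 2.13 for the Treg-like to effector ratio and 1.29 for dendritic-like cells, and values for anti-PD1 in A159V of 1.47 for CD8 T-like, 1.20 for effector CD8-like and 0.729 for dendritic-like cells.

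The gate on marker UMIs gave genotype values of 0.597 for CD8 T-like cells, 0.487 for Treg-like cells and 0.751 for the Treg-like to effector ratio. T-like cells were shallowest in A159V IgG and the gate does not thin them, so depth may enter its values for that library. For anti-PD1 in WT it gave 1.43 for CD8 T-like, 1.52 for effector CD8-like, 1.29 for T-like cells and 0.882 for the Treg-like to effector ratio, with a changed sign for Treg-like, 1.04 (0.840 to 1.29), and immune cells, 0.956 (0.933 to 0.980). For anti-PD1 in A159V it gave 1.37 for CD8 T-like, 1.73 for Treg-like and 1.06 for T-like cells, and took the Treg-like to effector ratio to 1.18 (0.804 to 1.72). As shares of T-like and NK-like cells, the folds of anti-PD1 in WT were 0.830 for CD8 T-like (0.774 to 0.889), 2.09 for effector CD8-like and 1.35 for NK-like cells, and without macrophage-like and neutrophil-like cells 0.951 (0.879 to 1.03), 2.39 and 1.55. Without the 2 clusters led by gamma-delta markers, a choice made after the data were seen, CD8 T-like cells had 0.630 (genotype) and 1.35 (anti-PD1 in A159V). For Ifng in effector CD8-like cells the gate was added after the data were seen, and gave -0.22 (anti-PD1 in WT) and 1.07 (anti-PD1 in A159V), with the genotype value within its counting interval. Without thinning, the genotype folds of positive T-like cells were 0.386 for Ifng and 0.576 for Cd69.

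In tumor-like cells, the genotype median of chemokines was -1.32 and -1.31 with more than 200 and 1000 genes, -1.30 with doublets kept, -0.77 in cells without a UMI of the 5 immune or stromal genes (-0.80 without Col3a1 among these and -1.37 for Ptprc alone, both added after the data were seen), -1.24 with median-of-ratios scaling, -1.43 as a mean of per-cell CPM and -0.80 with a pseudocount of 5. That of the interferon gamma response was -0.58 without such UMIs, -0.53 with median-of-ratios scaling, -0.67 per cell and -0.58 with a pseudocount of 5. Glycolysis had 0.16 with the mitochondrial limit, 0.19 with doublets kept, 0.31 without such UMIs, 0.27 with median-of-ratios scaling and 0.23 per cell, and mTORC1 targets had 0.15 with median-of-ratios scaling and 0.17 per cell. For anti-PD1 in A159V, chemokines had 0.18 with list genes of at least 10 CPM, 0.15 without a UMI of Ptprc alone and -0.034 per cell. The interferon gamma response had 0.49 with median-of-ratios scaling and 0.48 with a pseudocount of 5. Glycolysis had 0.15 without such UMIs and 0.070 with median-of-ratios scaling, which gave 0.093 for mTORC1 targets.

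Rac1 showed no detectable difference between genotypes without such UMIs, at 0.0072 (-0.040 to 0.055), and with median-of-ratios scaling, which shifts every gene alike, at 0.0036 (-0.019 to 0.026). It was -0.024 per cell, and after anti-PD1 in A159V was -0.042 and -0.064 under the first 2 of these. Sptlc2 changed sign to -0.17 (-0.28 to -0.064) between genotypes without such UMIs.

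The spread between genotypes was 0.533 and 0.509 with genes of at least 10 and 200 CPM, 0.549 with more than 1000 genes per cell, 0.542 with the mitochondrial limit, 0.560 with doublets kept, 0.544 with median-of-ratios scaling, 0.642 per cell and 0.529 with a pseudocount of 5. After anti-PD1 in A159V it was 0.221 and 0.207 with genes of at least 10 and 200 CPM, 0.228 and 0.231 with more than 200 and 1000 genes per cell, 0.230 with the mitochondrial limit, 0.229 with doublets kept, 0.298 without such UMIs, 0.237 per cell and 0.224 with a pseudocount of 5.

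Tumor-like expression was not compared for anti-PD1 in WT under any alternative, because the 6 cells of the main classification gave no value to set beside it. The WT anti-PD1 library held 24 tumor-like cells with more than 200 genes and 0 when clustered on its own. With more than 1000 genes it held 50, of which 46 were predicted doublets under the main settings, and with doublets kept 58, of which 52 were. Both reach the minimum of 50 cells. Depth limits Ccl19 and the effector CD8-like Tnf and Ccr2 values, which rest on 10 or fewer UMIs in at least 1 library.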

Other observations

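The tests in this part chosen only after the result was seen were those on the gene minimum, a changed state counted as stromal, loss before loading and doublet removal. So were those on gene length in the classes other than macrophage-like, handling, the amount of macrophage RNA and chemokine levels in stromal-like cells. Filters on fewer immune or stromal genes, the mix of tumor-like clusters and the difference between clones were also examined only afterwards. The others, on stray cells in other classes, stray stromal RNA, gene length in all classes and as the whole cause, macrophage markers, copy number, and immune RNA in the interferon gamma response, were set before.

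The WT anti-PD1 library held 6 tumor-like cells. The gene minimum is argued against, since a minimum of 200 genes gave 24. A changed tumor state counted as stromal is argued against, since 92.7% of its stromal-like cells had a UMI of Xist, which the tumor-like cells of WT IgG showed in 7.73%. Outside the class 12 cells had no Xist UMI with tumor marker UMIs at depth, against 0, 1 and 0 in WT IgG, A159V IgG and A159V anti-PD1, so some tumor cells may sit in other classes, but too few to account for the missing ones. Doublet removal as the whole cause is argued against, since keeping doublets gave 58 tumor-like cells, or 0.848%. Of these, 52 were predicted doublets, with Xist in 28.8% and Col1a1 in 90.4%. In the predicted tumor-like doublets of the other libraries Xist was found in 58.7% to 80.5%, so some may be single tumor cells. Their Col1a1 shares of 11.6% to 22.1% and median depths of 30453 to 39498 UMIs, against 59075 in WT anti-PD1, point the other way. Whether these 52 cells are doublets thus stays undecided. Stromal-like cells made up 87.4% of its non-immune cells, which is what shrinkage of the tumor under treatment, loss of tumor cells before loading and another preparation under this label would each give. These cannot be told apart with 1 library.

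Between WT anti-PD1 and WT IgG, the log2 ratios of 1728 genes moved together in different immune classes. The correlation across genes of the NK-like and effector CD8-like shifts was 0.867, and over 15 pairs of 6 classes it ranged from 0.359 to 0.867 (median, 0.541). For A159V IgG over WT IgG the median was 0.210, and for anti-PD1 in A159V it was 0.274. Genes are not independent replicates. Col1a2, Col1a1 and Col3a1 led the increases and Ifi27l2a, Ifitm3 and Isg15 the decreases. Stray stromal RNA as the whole cause is argued against, since the correlation was 0.861 over 1706 genes without those high in stromal-like cells. More unspliced RNA in every class is argued against, since the longest genes lay above the shortest by as little as 0.11 (log2) in 1 of the 6 classes, the macrophage-like cells. In the 5 other classes the difference was at least 0.53, so unspliced RNA may contribute there. Gene length as the whole cause is argued against by a correlation of 0.808 after centring by length. Handling of that library and a systemic effect of treatment cannot be told apart, because both predict a shift shared by the classes.

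The chemokine list was lower in A159V IgG than in WT IgG tumor-like cells (-1.34). The median was -0.77 in tumor-like cells without a UMI of the 5 immune or stromal genes, and -0.80 when Col3a1 was left out of these genes, but -1.37 without a UMI of Ptprc alone. Stray RNA of stromal cells may account for part of the falls of Ccl7, Ccl8, Ccl11 and Ccl19. These were higher in stromal-like than in tumor-like cells of WT IgG. It is argued against as a source of Ccl2, whose ratio is the list median, and of Ccl5 and Cxcl10. In WT IgG these were lower in stromal-like than in tumor-like cells (508, 30.9 and 330 against 1529.9, 118 and 1549 CPM). The choice of tumor cells may account for part, since the filter kept 19.8% of WT IgG cells in 1 tumor-like cluster and 31.8% in another. Macrophage RNA is argued against by its amount, which would bring 0.427% of the Ccl2 in WT IgG. The macrophage markers were lower as well, with a median of -0.50 at the limit set in advance, which is the direction macrophage RNA predicts and decides nothing. A change in copy number over a wide stretch of chromosome 11 is argued against, since 83 expressed genes within 5 Mb of Ccl2 had a median of -0.13. Ccl2, Ccl7, Ccl8 and Ccl11 lie between 82035571 and 82116799, with ratios of -1.34, -2.94, -1.56 and -1.65. A loss confined to that cluster would not show in the median of its neighbors and stays open. The mix of tumor-like clusters as the whole cause is argued against, since the median within clusters was -0.26, -0.82 and -0.42, although these are nearer to 0 and the mix may account for part. A difference between the cell clones unrelated to the edit cannot be told apart from the edit in these libraries, since each genotype is 1 line here and the profiles lay 0.553 apart in interquartile range. The study also examined further A159V clones in culture, and stated that its MC38 A159V clones behaved similarly. In the further clones it measured Ccl2, Ccl5, Ccl8, Cxcl10 and Ifngr1 by quantitative PCR. For these clones it reported dysregulated chemotaxis, IFNGR1 expression and glycolysis. Those clones were not analyzed here. 

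The interferon gamma response list was lower in A159V IgG (-0.63). The mix of clusters as the whole cause is argued against by medians of at most -0.36 within each tumor-like cluster. Copy number around Ifngr1 cannot be told apart from lower expression of Ifngr1, because 20 expressed genes within 5 Mb had a median of -0.34, between the limits set in advance. After anti-PD1 in A159V the list was higher (0.54). RNA from immune cells is argued against, since the median was 0.51 in tumor-like cells without a UMI of the 5 immune or stromal genes, and the mix of clusters as the whole cause is argued against by medians of at least 0.30 within clusters. A response of A159V tumor cells to the interferon made under anti-PD1 is a candidate explanation, which stays a hypothesis, and a difference between single tumors stays open.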
